# Remodeling of the *Caenorhabditis elegans* non-coding RNA transcriptome by heat shock

**DOI:** 10.1093/nar/gkz693

**Published:** 2019-08-09

**Authors:** William P Schreiner, Delaney C Pagliuso, Jacob M Garrigues, Jerry S Chen, Antti P Aalto, Amy E Pasquinelli

## Abstract

Elevated temperatures activate a heat shock response (HSR) to protect cells from the pathological effects of protein mis-folding, cellular mis-organization, organelle dysfunction and altered membrane fluidity. This response includes activation of the conserved transcription factor heat shock factor 1 (HSF-1), which binds heat shock elements (HSEs) in the promoters of genes induced by heat shock (HS). The upregulation of protein-coding genes (PCGs), such as heat shock proteins and cytoskeletal regulators, is critical for cellular survival during elevated temperatures. While the transcriptional response of PCGs to HS has been comprehensively analyzed in a variety of organisms, the effect of this stress on the expression of non-coding RNAs (ncRNAs) has not been systematically examined. Here we show that in *Caenorhabditis elegans* HS induces up- and downregulation of specific ncRNAs from multiple classes, including miRNA, piRNA, lincRNA, pseudogene and repeat elements. Moreover, some ncRNA genes appear to be direct targets of the HSR, as they contain HSF-1 bound HSEs in their promoters and their expression is regulated by this factor during HS. These results demonstrate that multiple ncRNA genes respond to HS, some as direct HSF-1 targets, providing new candidates that may contribute to organismal survival during this stress.

## INTRODUCTION

In the natural world, animals experience a variety of potentially lethal environmental challenges. Heat stress is one of the most recognizable and can be fatal, if not properly addressed. Organisms have evolved an ancient response to cope with this dangerous insult: the heat shock response (HSR) (1). Heat Shock Factor 1 (HSF-1), serves as a master transcriptional regulator of the HSR in eukaryotes (2). Elevated temperatures trigger activation and binding of HSF-1 to heat shock elements (HSEs) in the promoters of genes encoding heat shock proteins (HSPs) and other factors that protect the cell from heat-induced damage. For example, HSPs act as molecular chaperones to deal with the rampant protein mis-folding associated with heat stress. While heat shock (HS) has been shown to induce widespread changes in gene expression in cell as well as animal models, a limited set of genes appears to be direct targets of HSF-1 activation (3–5). Instead, downstream transcriptional effectors mediate many of the other HS-induced changes in gene expression (3–5).

There is also potential for post-transcriptional mechanisms to regulate the levels of protein-coding mRNAs during the HSR (6–9). In *Caenorhabditis elegans*, specific microRNAs (miRNAs) have been found to be up- or downregulated during HS (10,11). MiRNAs function as small, ∼22 nt, guide RNAs that use partial base-pairing to recruit Argonaute (AGO) proteins to specific mRNAs, triggering mRNA destabilization and translational repression (12). While direct mRNA targets of HS-regulated miRNAs are yet to be determined, loss of some of these miRNAs has been shown to affect the viability of *C. elegans* subjected to HS (11,13). For example, deletion of *miR-71* or *miR-239* results in reduced or enhanced survival at elevated temperatures, respectively.

In addition to miRNAs, the expression of other types of non-coding RNAs (ncRNAs) can respond to fluctuations in environmental conditions (14,15). The *C. elegans* long ncRNA, *rncs-1* (RNA non-coding starvation upregulated) is induced by food deprivation and potentially regulates other small RNA pathways (15). In a variety of organisms, HS and other stress conditions have been shown to cause accumulation of RNAs from transposon and other types of repetitive sequences (16). Currently, it is unclear if the HS-induced changes in ncRNA expression are a direct result of the HSR or the aftermath of defective transcriptional or post-transcriptional silencing mechanisms under these conditions. Additionally, whether specific ncRNAs or generally all members of a certain class respond to HS has not been systematically investigated.

To examine the organismal response of different classes of ncRNAs to HS, we surveyed the expression of short ncRNAs (<30 nt), including miRNAs and Piwi RNAs (piRNAs), and longer ncRNAs (>100 nt), including long intergenic ncRNAs (lincRNAs), unclassified ncRNAs, pseudogene- and repeat-derived RNAs, in *C. elegans* under HS versus control temperature conditions. Within each class, we observed HS-induced changes for specific transcripts that included rapid and dramatic upregulation of some ncRNAs. Additionally, we observed an accumulation of extended protein-coding gene (PCG) transcripts in HS conditions and developed filters to identify these aberrant readthrough RNAs. Similar to canonical HS-responsive PCGs, we found that the promoter sequences of the miRNA miR-239, *Helitron1_CE* transposons and the pseudogene *dct-10* contain Heat Shock Elements (HSEs) that are bound by HSF-1 in response to HS. Furthermore, we show that upregulation of these ncRNAs in HS is regulated by HSF-1, suggesting that they are direct transcriptional targets of the HSR. Overall, our comprehensive analysis of ncRNA expression in response to HS revealed new types of molecules that are regulated by and, in turn, may contribute to organismal survival in the face of this stress.

## MATERIALS AND METHODS

### Sequencing and analysis of mRNAs and long ncRNAs

N2 wild-type (WT) worms were grown to L4 stage in a 20°C incubator under standard growth conditions (17). The experimental group was subjected to heat stress by raising the temperature to 35°C for 4 h. Animals were then collected, snap-frozen and total RNA was extracted using a standard Trizol RNA extraction protocol. cDNA sequencing libraries from three independent biological replicates were prepared from total RNA from N2 WT control or heat shocked worms using the standard protocol from the Illumina Stranded TruSeq RNA library prep kit. Prior to library preparations, ribosomal RNA was removed using RiboZero Gold (Illumina). cDNA libraries were sequenced on an Illumina Genome Analyzer II (100 bp paired-end reads). FASTQ reads were first trimmed using fastq-mcf (https://expressionanalysis.github.io/ea-utils/), which removed flanking Illumina adapter sequence as well as nucleotides with low quality sequencing scores. Reads were then aligned to the *C. elegans* genome WS235 using STAR (18). Aligned reads were sorted using Samtools (19). Reads were counted using FeatureCounts and Ensembl 88 gene annotations (20). Differential expression of gene expression was determined using DESeq2 (21). Pseudogenes, lincRNAs and unclassified ncRNAs are included in the Ensembl 88 gene annotations. After differential expression, these classes of genes were filtered out of the results and analyzed separately. See github.com/wschrein for code and additional example graphs. Coding and non-coding RNA gene classes are based on their annotations in Wormbase version WS266 (WS266.geneIDs.txt file).

To identify false positive upregulated mRNAs that likely resulted from failure of Pol II transcriptional termination of an upstream HS-responsive gene, we used a strategy similar to that in Duarte *et al.*,(3). First, an intron retention score (IR score) for each gene was calculated by dividing the total normalized intron reads by the total normalized exon reads per gene. Reads were normalized by DESeq2 which normalizes to sequencing depth but not length. Next, upregulated genes were analyzed for accumulation of Intergenic Junction (IJ) reads between their annotated start site and the closest upstream gene. To do this, a 21 bp region that overlaps 11 nts into the 5′ annotated start site and 10 nts upstream of the start site was obtained for each gene. The location for these regions was obtained by parsing a list of Intergenic regions downloaded from the WS235 version of the Wormbase ftp site (22). Reads for this region in both control and HS samples were obtained using the program FeatureCounts. The IJ Ratio for each gene was calculated by dividing the normalized (for depth) HS Intergenic reads by the CTRL Intergenic reads. Genes with an IR score >0.4 and an IJ ratio >2 were removed from the list of upregulated PCGs. In addition, PCGs with an IR score >1 were also filtered out as these reads derived from independently transcribed ncRNAs, such as tRNAs and snoRNAs, present in the intron of the PCG. Finally, PCGs that overlapped a repetitive element by > 50% were filtered out. A list of *C. elegans* repetitive elements was obtained from the UCSC genome Browser. Overlap was determined using Bedtools intersect (23).

To analyze the expression of different classes of Repetitive Element RNAs, RNA-sequencing data were aligned to a set of *C. elegans* consensus repeats obtained from repbase (24). Primary aligned reads were obtained using the following command: samtools view -F 260 ${s} | cut -f 3 | sort | uniq -c | awk ‘{printf(‘%s\t%s\n’, $2, $1)}’ > ${s}counts.txt Differential expression was determined using DESeq2. More detailed information including sample code/commands can be found on github.com/wschrein.

### Small RNA sequencing and analysis

*Caenorhabditis elegans* were grown to the L4 stage at 20°C then shifted to 35°C for 6 h. Animals were then collected, snap-frozen and total RNA was extracted using a standard Trizol RNA extraction protocol. Small-RNA libraries were prepared using Illumina's TruSeq Small RNA library prep kit. miRNAs were analyzed by mapping small RNA sequencing data to *C. elegans* miRNAs. DESeq2 was used to determine differential expression from two independent biological replicates. piRNAs were analyzed by mapping small RNA sequencing data to a database of *C. elegans* piRNAs obtained from Wormbase using the STAR aligner. Primary reads were obtained using samtools, and differential expression was determined using DESeq2.

For miRNA seed analysis, the longest 3′ UTR isoform for each gene was considered. UTR annotations were obtained from the WS263 GTF annotation from Wormbase. Cytoscape was used to generate the network analysis graphs (25).

### ChIP-seq data mapping, peak calling and normalization

HSF-1 and Pol II ChIP-seq data were obtained from Li *et al.*, (GEO Accession Number GSE81523) (26). Sequencing reads were aligned to a non-repeat-masked version of the *C. elegans* N2 reference genome (ce11) using Bowtie2 with the command bowtie2 —-no-unal —-very-sensitive (27). HSF-1 peaks present at 34°C and their summits were called from Bowtie2-aligned reads with the MACS2 command macs2 callpeak -g ce —-keep-dup auto —-call-summits -q 1e-6 using combined biological replicates and the single input replicate available (28). To normalize ChIP-seq data for display purposes, Bowtie2-mapped reads from combined biological replicates were filtered for duplicates using macs2 filterdup -g ce —-keep-dup auto, and the condition with more mapped reads after filtering was randomly sampled down using macs2 randsample so the total number of reads considered were identical between conditions. Finally, pileup of filtered reads was performed using macs2 pileup with the—-extsize parameter set to the fragment lengths predicted by MACS2 during peak-calling steps.

### HSE identification and scanning

Motifs enriched in 101-bp non-repeat-overlapping HSF-1 summit regions were identified using MEME with the command meme -mod zoops -dna -revcomp (29). The most significant motif identified in HSF-1 peak summits closely resembles the previously-identified HSE motif using the same dataset (26). To scan the *C. elegans* (ce11) genome for HSE locations, MEME-derived output for HSEs was used in conjunction with FIMO and its default parameters, which reports identified HSEs with *P* < 1e-04. HSF-1-bound HSEs were defined as those with at least 14-bp overlap with 201-bp regions centered on HSF-1 summits (30).

### HSF-1 RNAi and overexpression

RNAi was performed by feeding animals either empty vector or *hsf-1(RNAi)*. RNAi experiments were performed as described in (31). RNAi knockdown efficiency was validated by western blotting for HSF-1 (data not shown) and analysis of *hsp-16.2* expression, a direct HSF-1 transcriptional target. The HSF-1 overexpression strain EQ87, *hsf-1p::hsf-1::gfp* + *rol-6*, was used for HSF-1 overexpression studies (32,33).

### qRT-PCR

Quantitative polymerase chain reaction (qPCR) was performed as described in (34) except that *ama-1* was used as a reference gene and the Quant Studio machine was used for all experiments. Primer sequences are as follows:

ama-1
Forward: CACTGGAGTTGTCCCAATTCTTG
Reverse: TGGAACTCTGGAGTCACACC
dct-10
Forward: GTCACACAGCCAACGAATG
Reverse: GTCGGAACTGTACGGATCAT
Helitron1_CE
Forward: AATCGTCGTGCCAATACCTC
Reverse: GTGCTCACCGAGATGTCTGA
hsp-16.2
Forward: GCTCTGATGGAACGCCAATTTGC
Reverse: CTGTGAGACGTTGAGATTGATGGCAAAC
hsp-70
Forward: CCGCTCGTAATCCGGAGAATA CAG
Reverse: CAACCTCAACAACGGGCTTTCC
linc-7
Forward: ACCAAGCAGACCCACCCT
Reverse: GTTGATGACGAGACGAGTGTGAG

## RESULTS

### Multiple classes of RNA genes respond to heat shock in *C. elegans*

The transcriptional response of PCGs to HS has been intensively studied (1,2,35), yet the effect of this stress on non-coding RNA (ncRNA) expression has not been examined systematically. Here we used RNA sequencing to compare the levels of various types of RNA from last larval stage (L4) *C. elegans* maintained at 20**°**C (control, CTRL) or shifted to 35**°**C (HS) for 4 (RNA-seq) or 6 h (smRNA-seq). 

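For the RNA-seq, N2 wild-type animals at the L4 stage were kept at 20°C (CTRL) or shifted to 35°C for 4 h (HS), and 3 independent libraries were made per condition. Ribosomal RNA was removed before the stranded libraries were prepared. The authors aligned the reads to the WBcel235 genome build, counted them on genes with FeatureCounts and compared HS with CTRL using DESeq2. The authors' deposited table of this comparison was analysed here, and it lists for each gene the mean normalized count over the 6 libraries (baseMean), the log2 fold change of HS over CTRL with its standard error, the Wald statistic, the p-value and the adjusted p-value. Values of single libraries are not in this table, so the standard error of the log2 fold change is the measure of error for each gene. The table holds 31180 genes, of which 30963 have a position in the Ensembl 115 annotation of WBcel235. A p-value is listed for 31136 genes and an adjusted p-value for 21477 genes, down to a baseMean of 1.83. Wald statistics, 2-sided p-values and Benjamini-Hochberg adjusted p-values were computed again from the log2 fold changes and standard errors, and the adjusted values differed from the listed ones by at most 6.16e-15. Genes were called changed with at least a 2-fold change and an adjusted p under 0.01 at a baseMean of at least 100 for PCGs and at least 50 for lincRNAs and unclassified ncRNAs, whereas pseudogenes needed an adjusted p under 0.05 at a baseMean of at least 50. Summed over all genes, baseMean came to 33024039 normalized counts, with 47.5% on PCGs and 46.9% on rRNA genes. Library totals are not listed, but genes with a single read in 1 library share the lowest values of baseMean, from which the scaling factor of that library can be worked out. The factors obtained in this way were 1.43, 1.44 and 1.47 for the CTRL libraries and 0.536, 0.729 and 0.923 for the HS libraries, so that HS made up 33.5% of their sum. The median log2 fold change was -0.08 for PCGs with a baseMean of at least 100, 0.77 for all genes and 1.98 for the 7039 genes with a baseMean under 1.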

Along with the expected HS-induced changes in mRNA expression (Supplementary Table S1), this profiling also revealed specific RNA genes belonging to the miRNA, piRNA, lincRNA, unclassified ncRNA, pseudogene and repeat families that changed at least two-fold in response to heat stress (Figure 1A).

**Figure 1.**
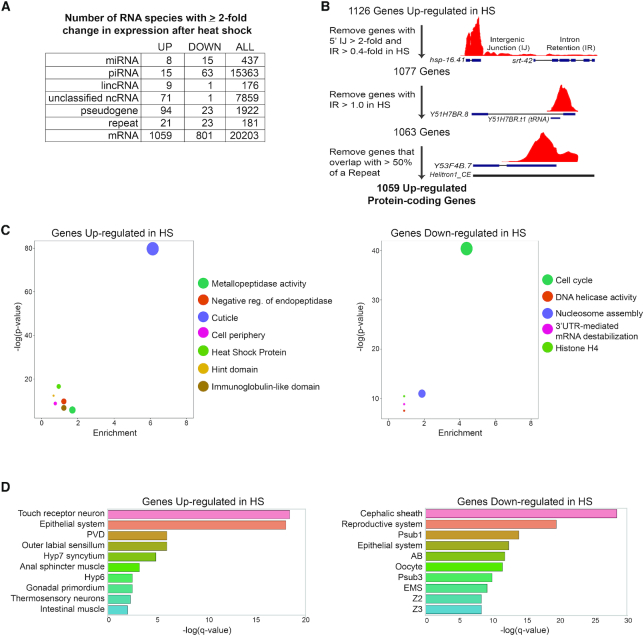
HS alters the expression of coding and non-coding RNAs. (**A**) Small RNA-seq and stranded paired-end RNA-seq were used to analyze changes in RNA expression in *Caenorhabditis elegans* shifted from 20°C (control, CTRL) to 35°C (HS) for 4 (RNA-seq) or 6 h (smRNA-seq). The numbers of differentially expressed genes in each RNA category are indicated. ‘ALL’ refers to the total number of annotated genes in each class. (**B**) Strategy used to filter out false positive upregulated mRNAs. See ‘Materials and Methods’ section for further details; codes used for filtering are available at https://github.com/wschrein. (**C**) DAVID Functional Annotation Clustering of Genes up- and downregulated in response to HS (41). Representative members of each cluster with an enrichment score > 2 are shown. Size of dot corresponds to number of genes in each cluster. (**D**) TEA for genes up- and downregulated in response to HS. TEA was performed using the Wormbase TEA tool (45). Abbreviations: PVD—Sensory neuron (polymodal nociceptive for mechanosensation and thermosensation), Hyp7—entire syncytium of hyp7, Hyp6—Cylindrical hypodermal syncytium in head, Psub1—Embryonic founder cell, AB—Embryonic founder cell, Psub3—Embryonic founder cell, EMS—Embryonic Cell, Z2—Germ line precursor cell, Z3—Germ line precursor cell.

While our conditions elicited changes in protein-coding mRNA expression comparable to previously published studies of the transcriptional response to HS in *C. elegans* (36,37), we noticed some peculiarities in the upregulated gene set. Visual inspection of the sequencing reads mapped to the UCSC Genome Browser indicated several false positive gene calls present in the list of PCGs upregulated by HS. 

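The gene srt-42 (WBGene00021599) lies on the plus strand of chromosome V from 1807460 to 1809582, and hsp-16.41 (WBGene00002018) lies upstream of it on the same strand from 1805178 to 1805875. A gap of 1584 bp separates the pair. The annotated srt-42 gene has 6 exons with a summed length of 1156 bp. The authors' deposited table lists a log2 fold change of 11.89 (standard error 1.02) for srt-42 and of 9.74 (standard error 0.97) for hsp-16.41. Ordered by this value, srt-42 took rank 3 among the upregulated PCGs before any gene was removed, behind str-118 at rank 1 and F33H12.6 at rank 2, and hsp-16.41 took rank 14. The baseMean of srt-42 was 13.6% of the baseMean of hsp-16.41. A comparable arrangement on the minus strand was singled out after its values were seen, in which srt-41 (WBGene00018114) starts 1190 bp downstream of hsp-16.2. There, srt-41 took rank 15 and had 1.76% of the baseMean of hsp-16.2. Read positions were not analysed here, so the gaps and shares describe annotation and gene totals only.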

For example, *srt-42* was originally listed as the second most highly upregulated gene in HS but reads associated with this gene did not conform to the expected splicing pattern and included sequences stretching upstream into the neighboring HSP gene, *hsp-16.41* (Figure 1B). Thus, the reads covering *srt-42* likely emanate from transcripts that failed to be properly terminated from the highly HS-induced *hsp-16.41* gene. These types of aberrant transcripts, known as DoGs for Downstream of Gene containing transcripts, have been previously detected in various stress conditions (38,39). While a functional role for DoGs is yet to be demonstrated, incomplete transcriptional termination of a highly induced upstream gene can provide RNA-seq reads that falsely assign a downstream gene on the same strand as also upregulated (38,39). Since these false positives are unlikely to maintain coding potential, we filtered them from our original list of HS upregulated PCGs by removing 49 genes with reads in the upstream Intergenic Junction that were 2-fold higher in HS and that had a ratio of intronic to exonic reads of 0.4 or greater (Figure 1B and Supplementary Table S1).

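All 49 genes that Supplementary Table S1 lists as readthrough passed the PCG thresholds when these were applied again, with a median log2 fold change of 3.51 and a range from 1.07 to 11.89. Because the authors' own comparison is reused, passing was largely fixed in advance for these and the other genes that the paper removed. Their median baseMean was 347 normalized counts. The nearest PCG upstream on the same strand was itself upregulated for 18 of the 49 genes (36.7%). The same held for 160 of the 1057 upregulated PCGs that were kept and have a position in the annotation (15.1%; 2-sided Fisher's exact test, p = 0.000416). The median gap to the upstream PCG was 3053 bp for the removed genes and 4442 bp for the kept genes. Intergenic and intronic reads, on which the authors' filter works, are not part of the gene totals used here.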

Another source of mistakenly called upregulated PCGs was the intronic residence of tRNAs and snoRNAs that apparently failed to be properly terminated in HS (Figure 1B). These longer versions of tRNAs and snoRNAs enabled them to be detected in standard RNA-seq, whereas the normally shorter forms are not captured in this procedure. By filtering out genes with an intron to exon ratio (IR) >1 due to accumulation of an intronic ncRNA in HS, we removed another 14 PCGs from the upregulated list (Figure 1B and Supplementary Table S1). 

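The 14 genes removed for an intronic ncRNA also passed the thresholds again, with a median log2 fold change of 3.40 and a range from 1.04 to 10.66. An annotated tRNA or snoRNA gene lay within 4 of these 14 genes (28.6%), against 19 of the kept upregulated PCGs (1.80%). For 3 of the 14 (21.4%) that tRNA or snoRNA gene was itself upregulated, against 6 of the kept PCGs (0.568%; 2-sided Fisher's exact test, p = 0.000143). The 3 host genes were Y51H7BR.8 (WBGene00044645), mltn-9 (WBGene00008964) and F55A11.6 (WBGene00010079), of which the last pair was named after the values were seen. Y51H7BR.8, on chromosome II from 1519214 to 1520364, holds a tRNA gene (WBGene00023177) with a log2 fold change of 10.18 in the authors' deposited table. The snoRNA genes F19H8.6 in mltn-9 and F55A11.10 in F55A11.6 are listed in the authors' deposited table with log2 fold changes of 6.91 and 5.00. In uggt-2, the remaining host, the tRNA gene had a baseMean of 0.976 and was not tested.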

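Supplementary Table S1 lists 4 upregulated PCGs that overlap a repetitive element, and all 4 passed the thresholds again: F33H12.6 (WBGene00018020), F59H6.5, Y81B9A.1 and Y53F4B.7 (WBGene00013154). Their log2 fold changes ranged from 9.98 to 12.55 with a median of 10.68, the highest median among the removed groups. Y53F4B.7 lies on the plus strand of chromosome II from 14992898 to 14993403. F33H12.6 has no position in the annotation used. The authors' deposited table lists a log2 fold change of 12.55 (standard error 1.23) for F33H12.6 and of 9.98 (standard error 0.64) for Y53F4B.7, which correspond to rises of 5976-fold and 1009-fold. At a baseMean of 380, the rise of F33H12.6 leaves hardly any reads to CTRL, so its size is poorly determined. The repeats themselves were not analysed here, since the gene totals do not assign reads to repetitive elements.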

Finally, PCGs that overlapped a repetitive element that was likely responsible for the increased sequencing reads in HS were also filtered out (Figure 1B and Supplementary Table S1). The bioinformatic steps used for filtering are detailed in the ‘Materials and Methods’ section and available online (https://github.com/wschrein).

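Among 18962 PCGs in the table, 9890 had a baseMean of at least 100, and of these 1126 rose and 800 fell at least 2-fold with an adjusted p under 0.01. Every one of the 1126 and 800 genes is also called by the paper, and the paper's list of downregulated PCGs holds 1 more gene, nhr-5. The PCG thresholds were read from the paper's own lists and the values are the authors', so this match was largely fixed in advance. Taking out the 67 genes of the removed groups left 1059 upregulated PCGs. The median log2 fold change was 2.05 for the upregulated and -1.41 for the downregulated PCGs, and 343 PCGs rose at least 10-fold. Of the alternatives tried, a t distribution with 4 degrees of freedom in place of the normal distribution for the Wald statistic moved these counts the most, to 0 upregulated and 0 downregulated PCGs, against 1227 and 862 at an unadjusted p under 0.05 from the same distribution. Even hsp-70 and hsp-16.2 failed in that setting, so it cannot separate strong calls from weak ones. Genes of the heat shock response were among the larger rises. hsp-70 (WBGene00002026; chromosome I, 9320325 to 9322519) rose 331-fold, with a 95% confidence interval of 7.46 to 9.28 on the log2 scale, and hsp-16.2 (WBGene00002016; chromosome V, 1804334 to 1804957) rose 547-fold, with an interval of 8.15 to 10.04. The authors' deposited table lists adjusted p-values of 7.16e-70 for hsp-70 and 4.25e-76 for hsp-16.2. hsf-1 (WBGene00002004) fell 1.48-fold, and its recomputed adjusted p of 0.0331 does not pass the PCG threshold. ama-1 (WBGene00000123), the reference gene of the authors' qPCR, and tba-2 (WBGene00006529) fell 1.30-fold and 1.05-fold, with recomputed adjusted p-values of 0.142 and 0.844. The largest rise was that of str-118 (WBGene00006169; chromosome V, 10052155 to 10053873), with a 95% confidence interval of 10.66 to 15.45 on the log2 scale. With a baseMean of 542, the rise of str-118 leaves hardly any reads to CTRL, so its size and rank are poorly determined. The largest falls were those of ZK813.2 (WBGene00022821), K04C1.5 (WBGene00010555) and del-6 (WBGene00011891), whose log2 fold changes in the authors' deposited table are -6.01, -5.32 and -5.25.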

With a higher confidence set of PCGs differentially regulated by HS, we confirmed that our conditions elicited changes in mRNA expression comparable to previously published studies of the transcriptional response to HS in *C. elegans* (36,37,40). The extensive changes in PCG expression induced by HS aligned with molecular pathways expected to be regulated by this stress. DAVID Gene Ontology (GO) analyses of genes upregulated by HS indicated strong enrichment for those associated with cuticle maintenance, HSPs and enzymatic factors (Figure 1C and Supplementary Table S1) (41,42). 

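The cuticle and HSP clusters were followed through families fixed by gene symbol before the data were examined. With a baseMean of at least 100 and an adjusted p-value, the 101 collagen (col-) genes had a median log2 fold change of 1.01, at percentile 100 of 10000 random PCG lists of the same size matched on mean expression, whose middle 95% ran from -0.02 to 0.29. Of these collagen genes, 47 (46.5%) were upregulated against 11.1% of the other PCGs (2-sided Fisher's exact test, p = 7.43e-19; adjusted over the 8 family tests, 5.95e-18). Another 13 collagen genes (12.9%) were downregulated, which did not differ from the 8.07% of other PCGs (exact p = 0.0956, adjusted p = 0.127). The 21 hsp- genes had a median log2 fold change of 2.84, also at percentile 100, and 15 of them (71.4%) were upregulated (exact p = 1.89e-10, adjusted p = 7.56e-10). None of the hsp- genes passed the thresholds for a fall, and the lowest log2 fold change among them was -0.38.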

Genes in these categories have well-established roles in stress protection and have been previously found to be upregulated in HS (Figure 1C and Supplementary Table S1) (26,36,37). Distinct functional annotations, largely involved in nucleic acid binding, were enriched in the genes downregulated by HS (Figure 1C and Supplementary Table S1). 

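Histone (his-) and MCM (mcm-) genes stood for the nucleic acid binding and DNA replication annotations. The 44 his- genes with a baseMean of at least 100 and an adjusted p-value had a median log2 fold change of -0.78, at percentile 0 of the matched random lists (middle 95%, -0.31 to 0.17). Of the his- genes, 13 (29.5%) were downregulated against 8.02% of the other PCGs (2-sided Fisher's exact test, p = 2.93e-05, adjusted p = 5.86e-05), and 10 (22.7%) were upregulated against 11.4% (exact p = 0.0289, adjusted p = 0.0462). With PCGs down to a baseMean of 10, the excess of upregulated his- genes no longer passed (Fisher's exact test, p = 0.0685). The 8 genes with the mcm- prefix had a median log2 fold change of -1.33, also at percentile 0, and a range from -1.65 to -0.68. Of these, 6 (75%) were downregulated (Fisher's exact test, p = 6.83e-06, adjusted p = 1.82e-05). The plot of log2 fold changes by family shows the spread within each family.

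**Figure D1:**
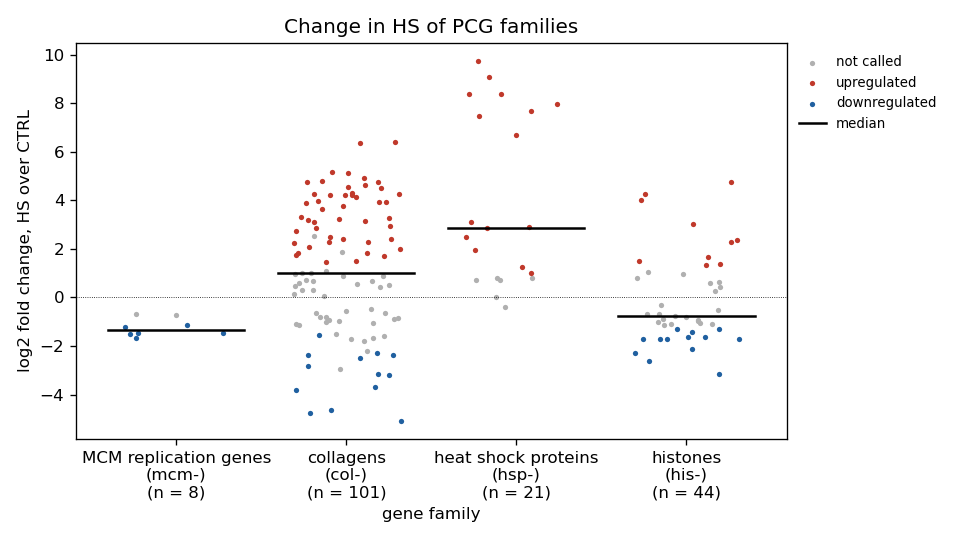
Log2 fold change of HS over CTRL for PCGs with a baseMean of at least 100 and an adjusted p-value in the 8 mcm-, 101 col-, 21 hsp- and 44 his- genes. Each point is 1 gene, with upregulated genes in red, downregulated genes in blue and other genes in grey, and the black line is the median of the family. Collagen and histone genes lie on both sides of 0, whereas all 8 mcm- genes lie below it.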

Decreased expression of genes associated with DNA replication is consistent with halted growth and cell division triggered by heat stress (1).

The up- and downregulated gene sets also pointed to distinct tissue responses to HS, consistent with cell non-autonomous regulation of the HSR in *C. elegans* (43,44). Using tissue enrichment analysis (TEA), we observed that upregulated genes were associated with neuronal and epithelial cells (Figure 1D) (45). In particular, enrichment in thermosensory neurons may reflect the role of these neurons in activating the HSR in a cell non-autonomous manner (Figure 1D) (43). Downregulated PCGs were associated with reproductive tissues, which likely corresponds to the delay of development in stress conditions.

Having confirmed that the HS conditions used in these studies elicited the expected changes in PCG expression, we next examined the effect of HS on major classes of ncRNA genes. The finding that particular members of each ncRNA class were up- or downregulated in response to HS suggests that the HSR controls the transcription or stability of specific ncRNAs.

### Specific miRNAs respond to thermal stress

Of the 205 miRNAs we detected by small RNA sequencing, 8 were upregulated at least 2-fold in *C. elegans* subjected to HS compared to CTRL conditions (Figure 2A and B; Supplementary Table S2). Consistent with a previous study, miR-239b was one of the most highly upregulated miRNAs following HS (Figure 2A and B) (11). The largest fold change was observed for miR-4936, which increased by over 200-fold in HS (Figure 2A–C). This miRNA was virtually undetectable at the CTRL temperature but accumulated to high levels in HS (Figure 2C). Furthermore, the predominant isoform we detected for miR-4936 in HS (^5^′ AUUGCUUUGUGGCUUUGCUGGUAAC ^3^′) differs from the reference sequence listed at miRBase (^5^′ UGCUUUGUGGCUUUGCUGGUA ^3^′) (46). This difference in 5′-end sequence is expected to affect target recognition, which is largely driven through initial pairing of miRNA nucleotides 2–7 (seed sequence) (12). Since target mRNA degradation is often the outcome of miRNA regulation, we searched the set of downregulated PCGs for complementary sites in their 3′UTRs to the seed sequence (nt 2–7) of upregulated miRNAs (Supplementary Table S2). The predicted targets of these miRNAs reflect GO terms associated with genes whose levels decrease in heat stress, such as 3′UTR binding (Figure 2B). Furthermore, some of these downregulated genes are potential targets of multiple upregulated miRNAs, suggesting cooperativity (Figure 2D). These observations are consistent with a role for the upregulated miRNAs in contributing to the repression of some PCGs in HS.

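Supplementary Table S2 lists 232 downregulated PCGs as potential targets of the upregulated miRNAs, a list drawn by the authors from PCGs already called. Their median log2 fold change was -1.40, and that of the 568 downregulated PCGs that are not listed was -1.41. The 9 genes listed for at least 3 upregulated miRNAs had a median log2 fold change of -1.24 and a range from -2.28 to -1.01. Targets among PCGs that did not fall are not listed, so these values cannot show whether the miRNAs lowered their targets.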

**Figure 2.**
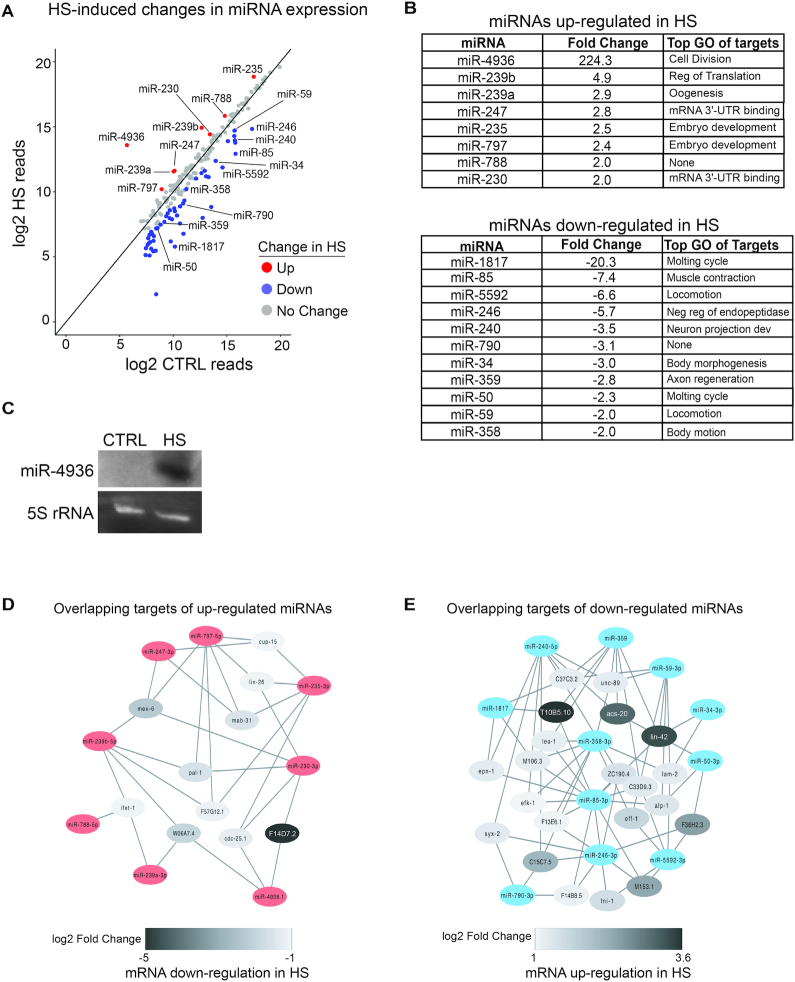
The expression of specific miRNAs is regulated by HS. (**A**) Expression of miRNAs in CTRL versus HS detected by small RNA-sequencing. Results represent the average of two independent biological replicates and miRNAs reproducibly up- (red) and down- (blue) regulated by ≥ 2-fold are indicated. (**B**) List of guide strand miRNAs within the top 100 expressed miRNAs that are reproducibly up- or downregulated in response to HS. The final column shows the most highly enriched biological process GO term of potential targets for each miRNA (see Supplementary Table S2). GO analysis was performed using DAVID (41). (**C**) Analysis of miR-4936 expression in CTRL versus HS conditions by northern blotting. 5S rRNA serves as a loading control. (**D** and **E**) Network analysis of differentially regulated mRNAs targeted by at least three up- or downregulated miRNAs. Cytoscape was used to draw networks (https://cytoscape.org) (25).

Whereas 52 miRNAs were found to be downregulated in HS, most of these were the lowly expressed passenger strands of the initially processed miRNA duplex (Supplementary Table S2). The levels of only 15 guide strand miRNAs were reduced more than 2-fold after HS (Figure 2A and B; Supplementary Table S2). Target predictions for the 11 downregulated miRNAs that were among the 100 most abundant miRNAs revealed top enriched GO terms associated with molting and movement (Figure 2B). Twenty-one of these target genes have the potential for recognition by three or more miRNAs downregulated by HS, raising the possibility that increased expression of these genes is facilitated by alleviated miRNA repression (Figure 2E). 

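Supplementary Table S2 lists 302 upregulated PCGs as potential targets of downregulated miRNAs, again taken only from PCGs already called. Their median log2 fold change was 1.70, and that of the 757 upregulated PCGs that are not listed was 2.11. For the 21 genes listed for at least 3 miRNAs, the median was 1.27 and the range 1.01 to 3.66. Because both groups were selected for a rise, their difference does not test an effect of the miRNAs.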

Interestingly, the Period protein homolog *lin-42* is strongly upregulated in HS and a predicted target of four different miRNAs with reduced expression in HS (Figure 2E and Supplementary Table S2). This gene regulates molting cycles and acts as a general transcriptional repressor of miRNA genes (47–50). Thus, increased expression of *lin-42* in HS could contribute to transcriptional repression of many miRNA genes. This would be consistent with the decreased levels of passenger strand miRNAs, which are more sensitive to changes in transcription than the stable guide strands (51).

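The lin-42 gene (WBGene00018572) lies on the minus strand of chromosome II from 1233236 to 1252359 and has 11 exons. It rose 10.7-fold in the RNA-seq, with a 95% confidence interval of 2.11 to 4.72 on the log2 scale and a recomputed adjusted p of 4.40e-06. Among the upregulated PCGs, lin-42 took rank 333.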

In addition to miRNAs, we also identified 11,979 different piRNAs in our small RNA sequencing datasets. Of these, 15 increased and 63 decreased by at least 2-fold in HS compared to control conditions (Supplementary Table S2). Using the piRTarBase piRNA target prediction tool (52), we found that very few differentially regulated PCGs have potential for regulation by these piRNAs (Supplementary Table S2). Thus, the limited differences in piRNA levels are unlikely to contribute much to the extensive changes in PCG expression observed in HS.

### Specific long non-coding RNAs accumulate in HS

In contrast to miRNAs, where similar numbers of the more abundant species were up- and downregulated in HS, longer ncRNAs primarily increased in levels in response to heat stress. 

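Upregulated calls outnumbered downregulated calls in each class of longer ncRNA. Among lincRNAs, 90% of the calls were increases (95% Clopper-Pearson interval, 55.5% to 99.7%; 2-sided exact binomial test against equal numbers, p = 0.0215). The share was 98.6% for unclassified ncRNAs (92.5% to 99.96%; exact p = 3.09e-20) and 80.3% for pseudogenes (72.0% to 87.1%; p = 2.23e-11), against 58.5% for PCGs (56.2% to 60.7%). Compared with PCGs by Fisher's exact test, the share was higher for unclassified ncRNAs (p = 2.33e-15) and pseudogenes (p = 1.42e-06), whereas the difference for the 10 lincRNA calls did not pass (p = 0.0536). In the test against a 2-fold change, the share was 78.1% for PCGs, 87.8% for pseudogenes and 100% for unclassified ncRNAs. The shares of that setting were not compared by a test, so the smaller gap for pseudogenes is left undecided. With all genes at an adjusted p under 0.05 and no minimum for fold change or baseMean, 26 lincRNAs rose and 2 fell, and their difference from PCGs passed (Fisher's exact test, p = 2.67e-05). The median log2 fold change of the expressed genes, whether called or not, was 1.11 for 20 lincRNAs, 2.18 for 131 unclassified ncRNAs and 0.35 for 255 pseudogenes. From the up- and downregulation of particular members of each ncRNA class, the paper proposes that the HSR controls the transcription or stability of specific ncRNAs.

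**Figure D2:**
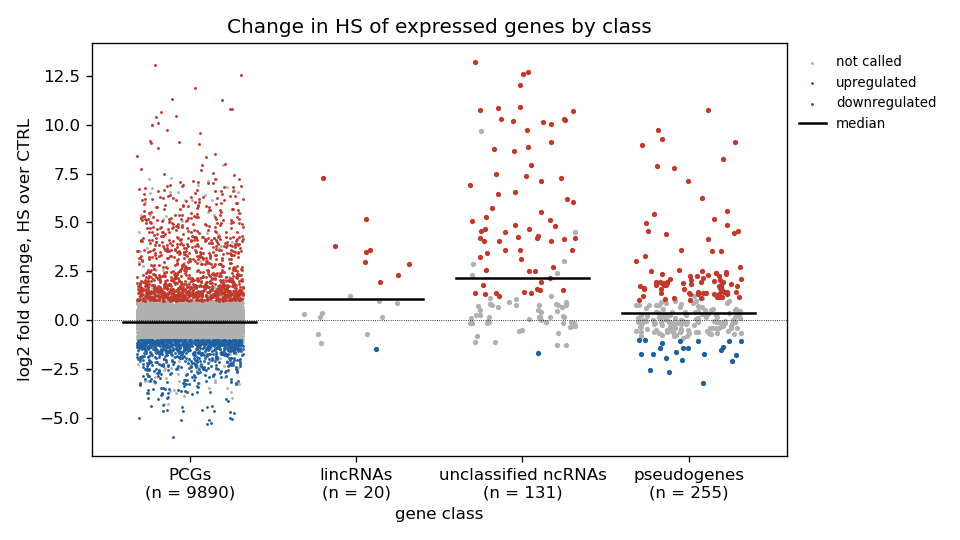
Log2 fold change of HS over CTRL for 9890 PCGs with a baseMean of at least 100 and for 20 lincRNAs, 131 unclassified ncRNAs and 255 pseudogenes with a baseMean of at least 50. Each point is 1 gene, with upregulated genes in red, downregulated genes in blue and other genes in grey, and the black line is the median of the class.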

Approximately 150 genes are annotated as long intergenic non-coding RNAs (lincRNAs) in *C. elegans* (53). While functional roles for the lincRNAs are largely unknown, the lincRNA genes *tts-1* and *rncs-1* have been associated with longevity and stress pathways, respectively (14,15). 

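Of 162 lincRNAs in the table, 20 had a baseMean of at least 50. Upregulated at least 2-fold with an adjusted p under 0.01 were linc-44, linc-6, tts-1, T09F5.12, linc-1, linc-7, linc-76, linc-82 and linc-72, in falling order of the change, and linc-29 was downregulated. The median log2 fold change of the 9 upregulated lincRNAs was 3.46, and 5 of them rose at least 10-fold. linc-44 (WBGene00219675; chromosome II, 5781921 to 5782113, minus strand) rose 157-fold, with a 95% confidence interval of 6.68 to 7.90 on the log2 scale. A tRNA gene (WBGene00022983) that also rose lies 98 bp upstream of linc-44 on the same strand. linc-6 (WBGene00219700; chromosome X, 1982710 to 1982883) rose 35.8-fold (interval 4.49 to 5.84 on the log2 scale) and linc-7 (WBGene00219609; chromosome X, 16002599 to 16003728) rose 7.87-fold (interval 2.45 to 3.50). The authors' deposited table gives linc-72 (WBGene00219590) and linc-29 (WBGene00189951) adjusted p-values of 0.00863 and 0.00922, the closest to the threshold. linc-29 fell by 1.48 on the log2 scale in the authors' deposited table, with a baseMean of 54.2. Under adjustment within the lincRNAs alone, 8 lincRNAs were upregulated and 0 downregulated, with 2 falling at least 2-fold at an unadjusted p under 0.05.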

Through our RNA profiling, we found that nine relatively abundant lincRNAs increased and only one lincRNA decreased by more than two-fold in HS compared to CTRL conditions (Figure 3A and Supplementary Table S3). Interestingly, *tts-1* was among the highly upregulated lincRNAs, suggesting that its role in longevity may be linked to a stress pathway (14). 

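The tts-1 gene (WBGene00006650) lies on the minus strand of chromosome X from 1504131 to 1504841, as a single exon of 711 bp. It rose 13.9-fold, with a 95% confidence interval of 2.82 to 4.77 on the log2 scale, and took rank 3 among the upregulated lincRNAs. The baseMean of tts-1 stood at percentile 98.8 of all lincRNAs. rncs-1 (WBGene00023069; chromosome X, 1011501 to 1012347) fell 2.23-fold with a recomputed adjusted p of 0.0545 and was not called.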

At least one of the lincRNAs, *linc-7*, appears to be rapidly upregulated by HS (Figure 3B). Interestingly, this lincRNA contains five sites with complementarity to the seed region of the rapidly upregulated miRNA, miR-239b-5p. Additionally, *linc-82* contains eight seed matches for miR-239a-3p and miR-230–3p, both of which accumulate in HS (Figure 2A and B; Supplementary Table S2). These potential lincRNA–miRNA interactions may regulate the stability, availability or function of these specific RNAs during HS.

**Figure 3.**
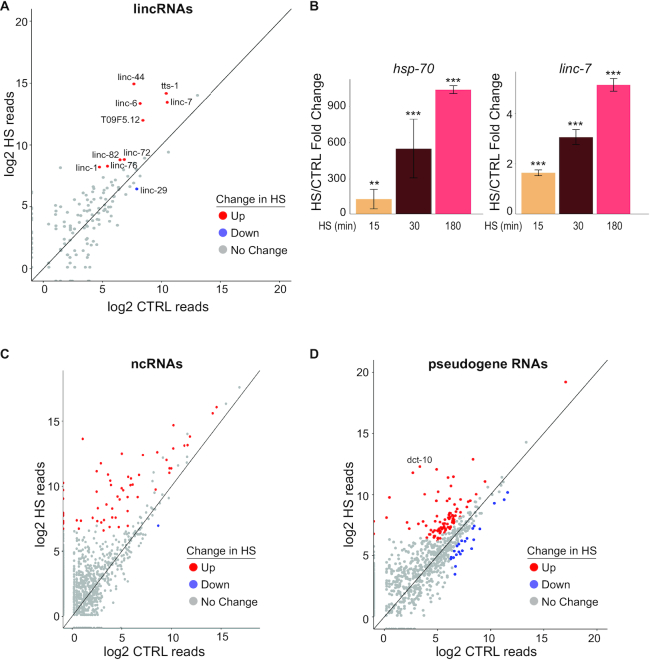
HS alters the expression of long non-coding RNAs. (**A**) Expression of long intergenic non-coding RNAs (lincRNAs) in CTRL versus HS detected by stranded paired-end sequencing. Significantly up- (red) and downregulated (blue) lincRNAs (≥2-fold change with baseMean ≥ 50 and padj < 0.01 from three independent replicates) are indicated. (**B**) qRT-PCR analysis of *hsp-70* and *linc-7* RNA levels after 15, 30 and 180 min of HS versus CTRL conditions. Mean fold changes and SEM from three independent replicates are shown. *P <0.05, **P <0.01, ***P <0.001 (*t*-test, two-sided). (**C**) Expression of ncRNAs in CTRL versus HS detected by stranded paired-end sequencing. Significantly up- (red) and downregulated (blue) ncRNAs (≥2-fold change with baseMean ≥ 50 and padj < 0.01 from three independent replicates) are indicated. (**D**) Expression of pseudogene RNAs in CTRL versus HS detected by stranded paired-end sequencing. Significantly up- (red) and downregulated (blue) pseudogene RNAs (≥2-fold change with baseMean ≥ 50 and padj < 0.05 from three independent replicates) are indicated.

In addition to lincRNAs, over 7000 unclassified ncRNAs that do not belong to a previously characterized class of non-coding RNA are annotated in the *C*. *elegans* genome (22). 

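The table holds 4648 unclassified ncRNAs, of which 131 had a baseMean of at least 50. Calls at the thresholds for this class matched the paper's lists gene for gene in both directions, where both rest on the authors' own comparison. The upregulated genes had a median log2 fold change of 4.79, and 53 of them rose at least 10-fold. T06E8.3 (WBGene00197228; chromosome V, 10043437 to 10043561) had the largest rise, 9545-fold, with a 95% confidence interval of 10.86 to 15.59 on the log2 scale. Y37A1B.330 (WBGene00195705; chromosome IV, 14033557 to 14034004) and F57A8.9 (WBGene00197215; chromosome V, 10048167 to 10048388) followed with rises of 6545-fold and 6131-fold. F44E5.16 (WBGene00219949; chromosome II, 11756785 to 11756919) was the gene that fell, by 3.24-fold, with a recomputed adjusted p of 0.00327. At baseMeans of 607 and 416, the rises of T06E8.3 and Y37A1B.330 leave hardly any reads to CTRL, so their size and order are poorly determined. A pair of upregulated genes, F44A2.8 and F44A2.13, have identical values and overlapping positions, as do T19C4.11 (WBGene00045169) and T19C4.16, so their reads cannot be told apart. With each of these pairs counted once, 69 unclassified ncRNAs were upregulated. The count was raised most by dropping the baseMean minimum, which gave 313 upregulated and 3 downregulated genes.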

Of these, 71 increased and 1 decreased at least 2-fold in response to HS (Figure 3C and Supplementary Table S3). We also detected expression for 1455 pseudogenes and found that 94 were up- and 23 were downregulated in HS (Figure 3D and Supplementary Table S4). 

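Of the pseudogenes in the table, 910 had an adjusted p-value and 255 a baseMean of at least 50. Every called gene was shared with the paper's lists, which also rest on the authors' own comparison. The median log2 fold change was 1.96 for the upregulated and -1.52 for the downregulated pseudogenes, and 23 rose at least 10-fold. K03D7.9 (WBGene00010536; chromosome V, 17487346 to 17487805), F23H12.11 (WBGene00050938; chromosome V, 12356256 to 12357309) and ZC123.t1 (WBGene00023398; chromosome I, 803800 to 803872) had the largest rises, of 1752-fold, 864-fold and 621-fold. At baseMeans of 111 and 54.9, the rises of K03D7.9 and F23H12.11 leave hardly any reads to CTRL, so their size and order are poorly determined. The largest falls were 9.22-fold for btb-21 (WBGene00018540), 6.36-fold for hpo-42 (WBGene00014516) and 5.81-fold for fbxa-122 (WBGene00014917). rrn-3.56 (WBGene00004677), singled out after its values were seen, is an upregulated pseudogene within the ribosomal DNA of chromosome I and has the highest baseMean of its class, so its count is reported as uncertain beside the multi-copy rRNA genes. With the t distribution with 4 degrees of freedom for the Wald statistic, 8 pseudogenes were upregulated and 0 downregulated, against 19 that fell at an unadjusted p under 0.05. Only pseudogenes had the looser adjusted p threshold of 0.05, so these 8 calls do not make them sturdier than the other classes.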

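The upregulated longer ncRNAs were also set against their neighbours in the genome. Of 174 upregulated lincRNAs, unclassified ncRNAs and pseudogenes, 93 (53.4%; 95% Clopper-Pearson interval, 45.7% to 61.0%) overlapped or lay next to a gene that was itself upregulated at least 2-fold with an adjusted p under 0.01. Among the 231 other longer ncRNAs with a baseMean of at least 50 and an adjusted p-value, 54 (23.4%; 18.1% to 29.4%) did so (odds ratio 3.76; 2-sided Fisher's exact test, p = 5.43e-10). With neighbours up to 2 genes away, the shares were 60.9% and 34.2%. The upregulated neighbour could itself be one of the 174 or share reads by overlap, as F44A2.8 and F44A2.13 do. Part of the excess may therefore be built in, and Fisher's test treats such pairs as independent. The authors' filter for readthrough was applied to PCGs. Same-strand neighbours were compared for the 165 upregulated unclassified ncRNAs and pseudogenes that have one on each side. The upstream neighbour was upregulated for 35 of them and the downstream one for 48 (exact sign test, p = 0.105). An excess of upregulated upstream genes was thus not seen.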

The relatively large number of pseudogene RNAs that accumulated to high levels in HS suggests that elevated temperatures disrupt the surveillance pathways that normally suppress pseudogene expression.

### Repetitive element-derived RNAs accumulate in heat shock

By re-mapping our RNA-sequencing data to a list of consensus *C. elegans* repetitive elements obtained from repbase (24), we identified reads for 165 types of repetitive elements in the *C. elegans* genome. Similar numbers of repeats (∼20) were found to increase or decrease in HS; however, the magnitude of change was greatly amplified in the upregulated set (Figure 4A and B; Supplementary Table S4). The apparent strong upregulation of CERP16 is likely due, at least in part, to the position of this element immediately downstream of *hsp-16.2* and *hsp-16.41*. The DoGs produced by each of these highly induced HSP genes are likely a predominant source of reads for this repeat element.

**Figure 4.**
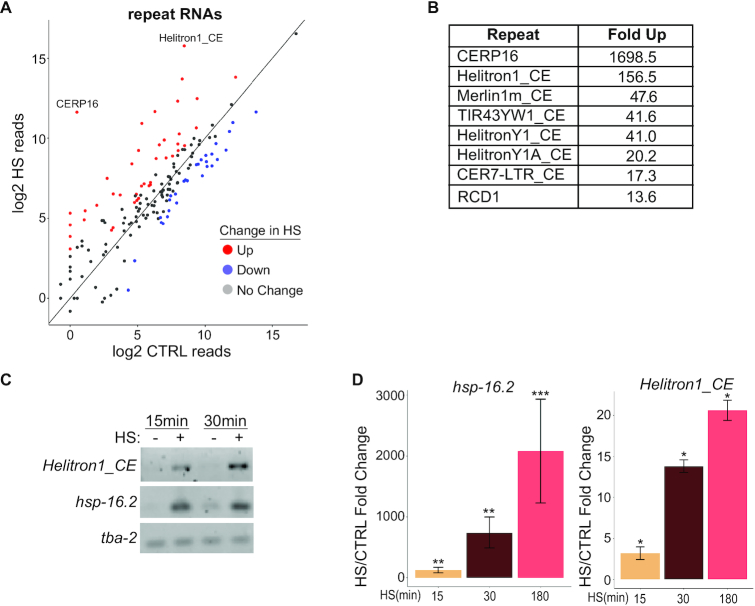
Upregulation of multiple repetitive element RNAs during HS. (**A**) Expression of repetitive element RNAs in CTRL versus HS detected by stranded paired-end sequencing and mapped to a database of repetitive elements (24). Significantly up- (red) and downregulated (blue) repeat RNAs (≥2-fold change with baseMean ≥ 100 and padj < 0.05 from three independent replicates) are indicated. (**B**) List of repetitive element RNAs upregulated at least 10-fold in HS. (**C**) Semi-quantitative RT-PCR detection of the indicated RNAs in CTRL and after 15 or 30 min of HS. (**D**) Quantitative RT-PCR analysis of *hsp-16.2* and *Helitron1_CE* RNA expression during a time course of HS. Mean fold changes and SEM from three independent replicates are shown. *P < 0.05, **P < 0.01, ***P < 0.001 (*t*-test, two-sided).

In contrast, at least some members of the rolling circle DNA transposons known as Helitrons appeared to be strongly induced independently of neighboring PCGs (Figure 4B and see below). RNA from *Helitron1_CE* rapidly accumulated to high levels upon HS (Figure 4C and D). Our reanalysis of previously published *C. elegans* HS RNA-seq data also confirmed fast induction of Helitron repetitive element RNA (36).

### HSF-1 controls the expression of specific ncRNAs

While defective small RNA silencing pathways may explain some of the increased repeat RNA expression during HS (54), the rapid and massive accumulation of Helitron RNAs suggests that transcriptional induction is also involved. We noted that *Helitron1_CE* exhibited an HSR comparable to that of canonical HS-induced genes, such as *hsp-16.42*, with barely detectable RNA levels that quickly rise upon HS (Figure 4C). Thus, we predicted that, like HSP genes, Helitrons could be direct transcriptional targets of HSF-1. To investigate this possibility, we remapped *C. elegans* HSF-1 and Pol II ChIP-seq data from Li and colleagues to include repeat and other ncRNA genomic loci (26). Similar to the promoter region for *hsp-16.2* and *hsp-16.41*, we found evidence for HSF-1 and Pol II association with *Helitron1_CE*, and other Helitron family members, in response to HS (Figure 5A; Supplementary Tables S1 and 4). Furthermore, the HSF-1 peaks overlapped with multiple copies of heat shock response elements (HSEs) present in the Helitron genes (Figure 5A and Supplementary Table S4).

**Figure 5.**
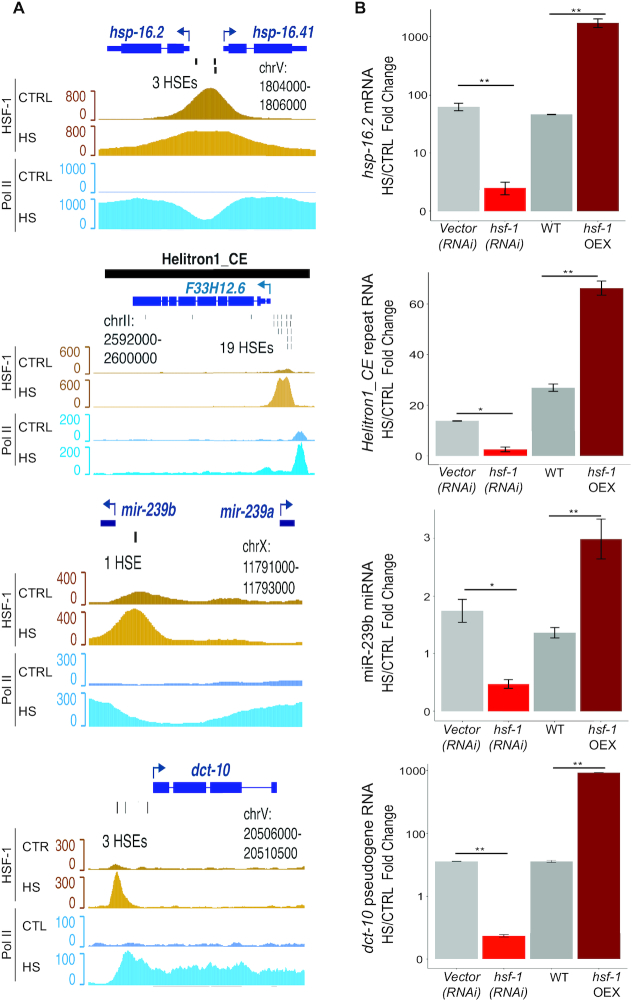
NcRNAs are regulated by HSF-1 during HS. (**A**) Genome browser screenshots of HSF-1 (yellow) and Pol II (blue) ChIP-seq data from control (CTRL) and HS conditions (data from (26)) for representative genes (*hsp-16.2* and *hsp-16.41*, mRNA; *Helitron1_CE*, repeat RNA, *miR-239a* and *miR-239b*, miRNA; *dct-10*, pseudogene). Individual HSEs identified using FIMO (*P* < 1e-04) are indicated (30). (**B**) Fold change in RNA levels of *hsp16.2, Helitron1_CE, miR-239b* and *dct-10* after 30 min of HS in animals subjected to empty vector or *hsf-1* RNAi, and WT versus a strain overexpressing HSF-1 (*hsf-1* OEX) determined by qRT-PCR analyses. The mean fold changes and SEM from three independent replicates are graphed. *P < 0.05, **P < 0.01 (*t*-test, two-sided).

The interaction of HSF-1 with Helitron regions suggests that HSF-1 could directly contribute to the upregulation of Helitron RNA in HS. Using conditions that decrease (*hsf-1(RNAi)*) or increase (transgenic overexpression; *hsf-1*(OEX)) the levels of HSF-1, we observed the expected opposite effects on the expression of *hsp-16.2*, an established HSF-1 target, in response to HS (Figure 5B). Likewise, the induction of *Helitron1_CE* expression by HS was significantly reduced in *hsf-1(RNAi)* and enhanced in *hsf-*1(OEX) conditions (Figure 5B). Given the abundance of HSEs present in some Helitrons and the sensitivity of *Helitron1_CE* to HSF-1 levels, upregulation of these repeat genes during HS may be largely regulated at the transcriptional level.

To explore the possibility that other ncRNAs may be part of the direct HSF-1 transcriptional program in HS, we analyzed their putative promoter regions (1 kb upstream of the annotated start site) for HSEs and HSF-1 peaks in the ChIP-seq data from Li *et al.*, (26). Of the upregulated miRNAs, only the *miR-239* locus fit these criteria (Supplementary Table S2). This region is situated between *miR-239b* and *miR-239a*, which are transcribed in opposite directions. The single HSE and greater level of HSF-1 ChIP-seq reads are closer to the start of *miR-239b*, but enhanced Pol II occupancy in HS is observed over both miRNAs, consistent with their mutual upregulation in HS (Figures 2A and B and 5A; Supplementary Table S2). Furthermore, we found that reducing or increasing HSF-1 levels resulted in lower or higher miR-239b levels, respectively, in response to HS (Figure 5B). 

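Supplementary Table S1 gives for each upregulated PCG the number of HSEs bound by HSF-1. The 88 upregulated PCGs with such an HSE had a mean log2 fold change of 3.61 ± 2.53 (SD, n = 88 genes), against 2.58 ± 1.59 (SD, n = 971 genes) for those without (2-sided permutation test with 100000 resamples, p = 2.0e-05, the smallest p these resamples allow). Without the genes whose symbol starts with hsp-, the difference of means was 0.67 (permutation test, p = 0.00132). An HSE is listed for 8.31% of the upregulated PCGs. The share was 15.5% for upregulated unclassified ncRNAs (Fisher's exact test against PCGs, p = 0.0490) and 5.32% for upregulated pseudogenes (p = 0.428). Unclassified ncRNAs with an HSE had a median log2 fold change of 6.06, against 4.73 for those without. The permutation test, which compared the means and not these medians, did not pass (p = 0.278). For pseudogenes the medians with and without an HSE were 2.08 and 1.95. Those with an HSE ranged from 1.41 to 9.10, so their median says little about their mean. The exact permutation test of the means did not pass (p = 0.117). The counts of HSEs are the paper's, and HSF-1 binding was not analysed here.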

For the upregulated longer ncRNA genes, HSEs and evidence of HSF-1 binding in HS were detected in the promoter regions of 0 lincRNAs, 11 unclassified ncRNAs and 5 pseudogenes (Supplementary Table S4). 

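dct-10 (WBGene00012618), annotated as a pseudogene on the plus strand of chromosome V from 20506503 to 20509510, took rank 5 among the upregulated pseudogenes. It rose 493-fold, with a 95% confidence interval of 8.01 to 9.88 on the log2 scale. The paper's supplementary table, which counts only HSEs bound by HSF-1, lists 1 for dct-10. Y53F4B.8 (WBGene00013155), at rank 4 and named after its values were seen, has the most HSEs bound by HSF-1 that are listed for an upregulated pseudogene, with a count of 8.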

Consistent with the DAF-16/FOXO-controlled tumor gene, *dct-10*, being one of the most robustly induced pseudogenes, we found that its promoter contains multiple HSEs and its expression in HS is regulated by *hsf-1* (Figure 5 and Supplementary Table S4). Altogether, these findings point to an expanded role for HSF-1 in directing the transcription of specific ncRNA genes as part of the HSR in *C. elegans*.

## DISCUSSION

Here we surveyed the response of multiple classes of ncRNA, as well as protein-coding, genes to an episode of HS in *C. elegans*. Our analysis shows that, of the currently annotated genes, HS induced at least a 2-fold change in the expression of ∼9% PCGs, 5% miRNAs, 0.5% piRNAs, 6% lincRNAs, 0.1% unclassified ncRNAs, 6% pseudogenes and 24% of the repeat families. Furthermore, some of the most upregulated ncRNAs, such as miR-4936, were barely detectable under control temperature conditions, demonstrating that often ignored, lowly expressed genes should be reconsidered in different contexts. 

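Counted over the genes annotated in Ensembl release 115, 1859 of 19985 PCGs (9.30%) changed after the removed genes were left out. The share was 10 of 194 lincRNAs (5.15%), 72 of 7864 unclassified ncRNAs (0.916%) and 117 of 2128 pseudogenes (5.50%). Over the genes present in the table in place of all annotated genes, the shares were 9.80% of PCGs, 6.17% of lincRNAs, 1.55% of unclassified ncRNAs and 8.04% of pseudogenes. miRNAs, piRNAs and repeat families were not counted here.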

Our finding that several ncRNA genes parallel canonical HSR genes, such as HSPs, in their dependence on HSF-1 for rapid induction suggests that regulatory RNAs may also have important roles in mitigating the damage caused by excessive heat.

### Aberrant 3′-extended transcripts accumulate in heat shock

During our analysis of differentially regulated PCGs in control versus HS conditions, we noticed a previously described phenomenon known as DoGs for Downstream of Genes (38–40). DoGs result from transcriptional readthrough, leading to mRNAs with long 3′ extensions that include normally intergenic sequence (38,39). Sometimes DoGs read into adjacent downstream PCGs, which can result in aberrant gene calls (38). Thus, the reads assigned to the downstream gene actually belong to transcripts that are chimeric with the upstream gene and are unlikely to retain coding potential. Such false positives are particularly problematic for compact genomes where closely spaced genes reside in the same orientation. To deal with this issue in our set of PCGs upregulated in HS, we applied two filters to remove candidates likely emanating from DoGs. We found it necessary to combine the criteria of increased intergenic junction and intron reads because *C. elegans* 5′UTRs are incompletely annotated and splicing is generally less efficient in HS conditions (7,55) This filtering pipeline may be useful for analyzing other *C. elegans* RNA-seq datasets, since DoGs seem to be generated by a variety of stress conditions (38–40).

The reason for transcriptional readthrough and DoGs generation during stress is currently unclear (38). Since transcriptional termination of most PCGs by RNA Pol II involves the cleavage and polyadenylation machinery, it is conceivable that this process is generally less efficient at elevated temperatures (56). The termination step can also be influenced by chromatin architecture and structural context of the poly(A) signal, which may be sensitive to temperature changes (56). Furthermore, transcriptional termination efficiency by RNA Pol III also seems reduced in HS. 

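In the RNA-seq gene totals, 41 tRNA genes had a baseMean of at least 50, and 40 of them rose at least 2-fold with an adjusted p under 0.01. Their median log2 fold change was 7.37, at percentile 100 of 10000 random PCG lists matched on mean expression (middle 95%, -0.25 to 0.52). None of the tRNA genes fell, with 0 at an unadjusted p under 0.05. Of 143 snoRNA genes at this minimum, 78 rose and 1 fell, and their median log2 fold change was 1.39. A tRNA gene on chromosome IV (WBGene00023180, 2805627 to 2805698), singled out after its values were seen, rose 163-fold, with a 95% confidence interval of 6.66 to 8.04 on the log2 scale. The ends of the transcripts cannot be read from gene totals, so the lengths of these RNAs were not analysed here.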

We detected 3′-extended tRNA and snoRNA transcripts in the HS, but not control, RNA samples; whereas the mature forms of these Pol III RNAs are too short for capture in standard RNA-seq library preparations. Since tRNA and snoRNA genes are commonly embedded in introns of PCGs in *C. elegans*, the extended forms observed in HS sometimes overlapped exons. We were able to filter out these falsely called upregulated PCGs by removing genes with intron retention scores >1. While the cause of 3′-extended Pol II and III transcripts in heat shocked *C. elegans* is yet to be determined, an awareness that these aberrant transcripts can accumulate is important for understanding changes in coding potential induced by stress.

### Specific ncRNAs from multiple classes respond to heat shock

Although the majority of individual *C. elegans* miRNA genes are apparently dispensable under laboratory growth conditions, there is accumulating evidence that specific miRNAs play integral roles in a variety of stress response pathways (57–59). Previous studies found that loss of miR-71, miR-246, miR-80 or the miR-229, -64, -66 cluster resulted in increased sensitivity to heat stress (11,13). We observed that miR-71 is upregulated 1.4-fold in HS (Supplementary Table S2), which would be consistent with a survival role for this miRNA in elevated temperatures. Conversely, we detected an over 5-fold decrease in miR-246 levels in response to HS, which seems contrary to the profound sensitivity of miR-246 mutants to HS (13). Another counterintuitive change in expression was observed for miR-239a/b. We, and others, detected substantial increases in the levels of these related miRNAs in response to HS (11). Additionally, we present evidence that these miRNAs are transcriptionally induced by HSF-1. Yet, the *miR-239a/b(nDf62)* strain, which lacks both miRNAs, was previously reported to have an enhanced survival phenotype when subjected to HS (11,13). The identification of direct targets of the differentially regulated miRNAs will be necessary to understand how their altered expression during HS relates to their functional roles.

Most of the miRNAs we found to be up- or downregulated by HS have not yet been ascribed biological functions. Of the miRNAs that increase in HS, previous reports have documented that miR-247 promotes survival upon exposure to graphene oxide and miR-235 regulates developmental arrest in response to starvation (60,61). Our observation that these miRNAs increase in HS suggests that they may have roles in multiple stress response pathways. Downregulation of miR-34 in response to our HS conditions was surprising given its reported roles in promoting dauer survival in response to food deprivation and ensuring normal development in animals subjected to rapid temperature fluctuations (62,63). However, miR-34 mutants have also been found to exhibit increased and decreased radiosensitivity in the soma and germline, respectively, suggesting that the function of this miRNA is highly context dependent (64).

By far, the most changed miRNA was miR-4936, which increased over 100-fold in HS. Although the dramatic fold change is linked to the virtually undetectable levels in control conditions, this miRNA did accumulate to appreciable levels, as validated by Northern blot. Curiously, this miRNA exhibited more heterogeneity in its mature forms than most other miRNAs. In fact, the predominant species detected in our HS studies differs from the sequence currently present in miRbase (46). While the miR-4936 sequence resides in a predicted hairpin that resembles other miRNA precursors, a corresponding passenger strand has not yet been identified that would be indicative of canonical Dicer processing. Regardless of these peculiarities, it is evident that HS induces massive upregulation of this RNA, making it a contender for a role in the HSR.

Unlike the comparable numbers of up- and downregulated miRNAs, members of the longer ncRNA classes predominately increased in HS. Considering that very few functions have been assigned to any *C. elegans* long ncRNAs, the ones that increase in HS are good candidates for potential roles in this stress condition. The lincRNA *tts-1* (transcribed telomeric sequence) has previously been shown to be important for the extended lifespan of animals with reduced insulin signaling (*daf-2* mutants) or mitochondrial activity (*clk-1* mutants) (14). As the levels of *tts-1* are increased in long lived *daf-2* mutants and in animals grown in the presence of bacterial pathogens, the over 10-fold increase in *tts-1* RNA induced by HS could reflect a general response of this lincRNA to stress (14,65).

Some mammalian long ncRNAs, including pseudogene RNAs, have been assigned roles as competitive endogenous RNAs (ceRNAs) (66). In this role, long ncRNAs have the potential to sequester and sometimes destabilize small RNAs, such as miRNAs, through base-pairing interactions. A caveat to broad regulation of miRNA availability by ceRNAs, is the typically much lower abundance of lincRNAs and pseudogene RNAs (67). Thus, dramatic upregulation of these types of RNAs, as we observed for specific lincRNAs, unclassified ncRNAs and pseudogenes during HS, could boost their regulatory potential. Notably, the upregulated linc-7 contains five sites that support seed pairing to miR-239a-5p and miR-239b-5p. The linc-82 contains repeating elements that can pair with the other half of miR-239a, referred to as the -3p or passenger strand, as well as with miR-230–3p. Considering that these lincRNAs and their potential miRNA partners are all upregulated in HS, mutual RNA stabilization could be an outcome of these interactions.

There is precedent for repeat RNAs being expressed at higher levels in response to increased temperature (68–71). In *C. elegans*, even a mild temperature elevation can trigger aberrant expression of repetitive loci. Growth at 25°C, instead of the standard condition of 20°C, resulted in increased levels of RNA from some transposons (71). Given the importance of silencing transposons and maintaining genome integrity, it is not surprising that multiple small RNA and chromatin remodeling pathways act to prevent the mobilization of repetitive elements under normal and stress conditions (71,72). Nonetheless, the upregulation of RNAs from multiple repeat families during HS indicates that these silencing pathways become compromised in harsh environments. Interestingly, the HS-induced change in repeat RNA expression can be inherited and last for multiple generations in the absence of the original heat stress (71). It has been proposed that certain repeat RNAs or transposon mobilization could be advantageous during stress (73). For example, SINE RNAs in human and mouse cells are induced by HS and act as transcriptional repressors by binding directly to RNA Pol II (74,75). Additionally, changes in genomic arrangement caused by stress induced expression of transposons could foster beneficial changes in the progeny of stressed parents. Evidence for this idea was recently documented in *Schizosaccharomyces pombe*, where certain forms of stress induced the mobility of transposable elements and the new insertions were linked to enhanced adaptation to the assault (76). As elevated temperatures have been associated with increased genetic mobility in *C. elegans* (77), it is possible that relaxed silencing of transposons during HS could sometimes provide an advantageous genetic change in the progeny of stressed animals.

### HSF-1 regulates the expression of diverse ncRNAs

Activation of the transcription factor HSF-1 in response to HS, and a variety of other environmental perturbations, is essential for driving the expression of factors needed to survive the stress (35). While numerous studies, including our own, have observed the upregulation of hundreds of PCGs in response to HS (35), recent work in mammalian cells and budding yeast has shown that HSF1/Hsf1 is directly responsible for the transcriptional induction of only a small subset of these genes, which mostly encode molecular chaperones (4,5). Although it is yet to be established if HSF-1 has a similar limited set of direct essential targets in intact multicellular organisms, it is evident that HS induces widespread changes in HSF-1 binding across the genome in *C. elegans* (26). Here we show that some of these HSF-1-bound loci are associated with ncRNA genes. We identified 2 miRNA, 11 unclassified ncRNA, 5 pseudogene and 5 repeat family genes that were upregulated in HS and contained HSEs centered within HSF-1 ChIP-seq peaks. Furthermore, we confirmed that the upregulation of miR-239b, *Helitron1_CE* and pseudogene *dct-10*, induced by HS was sensitive to HSF-1 levels. A previous study found that six *C. elegans* miRNAs were dependent on HSF-1 for increased expression in HS (10). Thus, the network of miRNAs, and other ncRNAs, controlled by HSF-1, both directly and indirectly, expands the repertoire of genes regulated by this transcription factor during the HSR. Furthermore, the dramatic, and in some cases rapid, accumulation of specific ncRNAs in response to heat stress in *C. elegans* suggests that functions for some regulatory RNAs may only surface when needed for organismal survival in the natural world.

## DATA AVAILABILITY

The RNA-seq datasets generated in this study are available from GEO under accession number GSE132876. Other data and reagents are available upon request.

## Supplementary Material

gkz693_Supplemental_Files Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

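RNA was sequenced from N2 wild-type C. elegans at the L4 stage, kept at 20°C (CTRL) or shifted to 35°C for 4 h (HS), in 3 independent libraries per condition, made after removal of ribosomal RNA with a stranded protocol. The authors trimmed the reads with fastq-mcf, aligned them to the WBcel235 build with STAR, counted them on the genes of Ensembl release 88 with FeatureCounts and compared HS with CTRL in DESeq2. The authors do not name the tool versions in the paper's text. Only the result of that comparison was analysed here.

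The signal value of each gene (baseMean) was made by the authors by dividing counts by DESeq2 size factors and averaging over the 6 libraries. The log2 fold change of HS over CTRL and its standard error are as deposited by the authors. The Wald score of each gene was deposited by the authors as log2 fold change over standard error. The p-value and adjusted p-value were deposited by the authors as a 2-sided Wald test and its Benjamini-Hochberg adjustment after DESeq2's independent filtering, and they are missing where a gene was filtered or set aside. No values of single libraries were used here, so no test was fitted again, no spread between replicates is given, and no replicate was left out in turn. The plan written before the data were examined had a branch for this case. Wald scores, p-values and adjusted p-values were recomputed from the log2 fold change and its standard error. Adjustment ran over the 21477 genes that have a deposited adjusted p-value. For lincRNAs, unclassified ncRNAs and pseudogenes, the thresholds of the paper's figure legends were then applied. The PCG thresholds, which the paper's text does not state, are those that its listed PCGs meet.

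Genes were assigned to classes by the paper's Supplementary Tables S1 and S3 where they are listed there. Other genes took the biotype of Ensembl release 115 for WBcel235, in which genes annotated as pseudogenes but absent from the paper's list of 1455 pseudogenes were counted with the PCGs, and lincRNAs absent from the paper's list were left unassigned. Of 31180 genes, 217 have no position in this annotation and were left out of every step that uses positions. PCGs were called changed with at least a 2-fold change, a baseMean of at least 100 and an adjusted p under 0.01. For lincRNAs and unclassified ncRNAs the baseMean minimum was 50, and for pseudogenes it was 50 with an adjusted p under 0.05. The depth of the libraries is not listed, and it was inferred only as the scaling factors of the libraries, from genes seen with a single read in 1 library; the libraries were assigned to HS or CTRL by the direction of those genes.

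Gene families were fixed by symbol prefix (col-, hsp-, his- and mcm-) and held the PCGs above the baseMean minimum that have an adjusted p-value, and the median of each was placed among 10000 random PCG lists of the same size, each gene replaced by 1 of the 200 PCGs closest in baseMean. Calls were compared by Fisher's exact test, directions by the exact binomial test with 95% Clopper-Pearson intervals, and means by permutation tests with 100000 resamples or, for the pseudogenes with HSEs, by every possible regrouping. All tests were 2-sided. The 95% intervals of log2 fold changes use the deposited standard error and the normal distribution. Neighbours are the overlapping genes and the nearest gene on each side on either strand. HSE counts and miRNA target lists were taken from the paper's supplementary tables.

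The genes named are those of the RNA-seq experiment that the paper names and, in each class, the 3 largest rises and the 3 largest falls among the calls. hsp-16.42 is not listed under this symbol. All other genes that are named were chosen after their values were seen. The alternatives tried were baseMean minimums of 10 and of 0, the other adjusted p threshold, a test against a 2-fold change, adjustment within each class, adjustment over every gene with a p-value, a t distribution with 4 degrees of freedom for the Wald score, a 4-fold threshold, PCG families at a baseMean of at least 10, looser calls and shared reads counted once for the direction of change, neighbours within 2 genes, and HSEs without hsp- genes. Centring on the median PCG, the rank of srt-42 without PCGs that overlap a repeat, and a test of longer ncRNAs beside upregulated short RNA genes alone were added after the data were seen.

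The calculations were run with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 and a random seed of 11. They were tested on simulated log2 fold changes in which 200 genes were changed by 3 on the log2 scale. Of the 84 changed genes with a sufficient baseMean, 97.6% were recovered, and 0 of 10256 unchanged genes were called. In the same data, 8 of 100 random lists lay outside the middle 95% of their matched lists, and a list raised on purpose lay at percentile 100. Small RNA sequencing, repeats, qPCR, Northern blots, ChIP data and the gene ontology and tissue enrichment tools were not analysed here.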

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

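Of the tests in this part, those on the mean expression of genes without a p-value, on library depth, on ribosomal RNA and on the neighbours of piRNA genes were chosen only after the result was seen. GC content, reads from other organisms and single libraries could not be examined for any of these results.

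Several classes of short RNA genes that the paper does not count in the RNA-seq rose at a baseMean of at least 50, by at least 2-fold and with an adjusted p under 0.01. The paper describes extended tRNA and snoRNA transcripts without counting these genes. Among 41 tRNA genes at this minimum, 40 rose and 0 fell, with 0 falling at an unadjusted p under 0.05, and among 143 snoRNA genes 78 rose and 1 fell. Position inside an upregulated PCG is a possible explanation, but 6.78% of the upregulated tRNA and snoRNA genes (8 of 118) overlapped an upregulated PCG on the same strand. A general shift of genes with few counts was weighed by setting 394 tested tRNA genes against PCGs of the same mean expression. Their median log2 fold change of 5.63 lay at percentile 100 of the matched lists, whose middle 95% ran from 0.47 to 0.93. For snoRNA genes the matched comparison was made only at a baseMean of at least 50, where their median of 1.39 lay at percentile 100 (middle 95%, -0.18 to 0.13). Neither explanation accounts for most of the rise. Of the 118 genes, 45 overlapped any PCG on the same strand, and reads from PCGs that were not upregulated were not weighed. Transcripts extended in HS, as the paper describes, remain a candidate explanation that gene totals cannot test.

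Among 48 snRNA genes, 18 rose and 0 fell, with 0 falling at an unadjusted p under 0.05. The median log2 fold change of the class was 0.82. Overlap with an upregulated PCG on the same strand was seen for 1 of the 18 (5.56%), so it is an unlikely source for most of them. Reads shared between near-identical snRNA copies were not tested, and no biological explanation was tested.

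Among 6 rRNA genes, 4 rose and 0 fell, with 0 falling at an unadjusted p under 0.05. Their median log2 fold change was 1.74 for the 4 nuclear genes at this minimum and 0.58 for the mitochondrial pair. Mitochondrial PCGs had a median of -0.15. If ribosomal RNA had been removed less completely from the HS libraries, mitochondrial rRNA, a target of the same removal, could have risen as much. Its median rise was smaller, and neither gene of the pair passed (adjusted p = 0.138 and 0.217). The nuclear gene rrn-2.1 rose by 1.05 on the log2 scale, with a 95% confidence interval of 0.48 to 1.63. This overlaps the intervals of the mitochondrial pair (-0.03 to 1.18 and -0.14 to 1.29). The values therefore cannot tell whether removal fell short for both kinds alike. Removal that fell short only for nuclear rRNA was not tested, so the source of the rise stays open.

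Among 11 miRNA genes, 9 rose and 0 fell, with 0 falling at an unadjusted p under 0.05. Standard RNA-seq libraries are not made to capture RNAs as short as mature miRNAs, so these reads may stem from longer transcripts. Of the 9 genes, 22.2% (2 genes) lay inside or next downstream of an upregulated PCG on the same strand, so readthrough from a PCG is not a likely source for most. A rise of the mature miRNA was tested across the 64 miRNA genes measured in both kinds of library, using the paper's log2 fold changes of the guide strand. Genes are not independent replicates in this comparison. Spearman's rho was 0.04 (permutation p = 0.760, adjusted over both correlations 0.760) and Pearson's r was 0.12 (permutation p = 0.335, adjusted 0.670). Without the 2 genes farthest from the median, r was 0.09. No relation was thus detected across these genes, though single genes rose in both: mir-239b (log2 fold change 10.33 in the authors' deposited table, and 2.28 for the mature miRNA in the paper), mir-235 (5.66 and 1.34) and mir-239a (10.98 and 0.51). Longer primary transcripts remain a hypothesis.

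Among 30 piRNA genes, 4 rose and 0 fell, with 2 falling at an unadjusted p under 0.05. All 4 (100%) overlapped or lay within 2000 bp of an upregulated gene of another class on the same strand, 2 of them beside mir-52 and Y37A1B.330. The share among the other expressed piRNA genes was not taken, so this count has no comparison and cannot decide the source. Reads from an upregulated gene beside them remain a possible source of the piRNA counts.

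The authors' comparison gives no p-value for 44 genes, and 36 of these changed at least 2-fold with a baseMean of at least 100, so they are not among the paper's calls. Of the 44 genes, 43 rose, with a median log2 fold change of 5.69, and 43 are PCGs. Genes with symbols of cuticle and molting families made up 27.9% of these PCGs against 2.09% of the others (2-sided Fisher's exact test, p = 6.85e-11), among them bli-1 and lon-3. Low mean expression is not a likely reason, since their median baseMean stood at percentile 60.6 of the PCGs with a p-value. The rule by which DESeq2 withheld these p-values was not examined. Single libraries cannot be checked for extreme counts, so the size of these changes is uncertain. If replicates differed in their place in the molting cycle, other collagen genes would have large standard errors too. The median standard error of 101 collagen genes with an adjusted p-value was 0.50, at percentile 100 of PCG lists matched on mean expression and size of change (middle 95%, 0.28 to 0.35). Replicates at different points of the molting cycle are a candidate explanation for the genes left without a p-value, found and tested on the same data.

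Genes seen with a single read numbered 2016 for the HS libraries and 349 for the CTRL libraries, and genes with a baseMean under 1 had a median log2 fold change of 1.98. Deeper HS libraries could give more such genes, but the scaling factors were lower for HS (median 0.729) than for CTRL (median 1.44), which goes against depth as a source of their number. The unequal factors do bear on the size of the change: genes with 3 reads in a single library had median log2 fold changes of 3.13 to 3.84 for HS libraries and of -1.44 to -1.40 for CTRL libraries. The median of 1.98 is therefore not a measure of how far such genes rose. Genomic DNA in the HS libraries would raise genes on both strands alike. Low-count ncRNA and piRNA genes on the strand of an overlapping PCG had a mean log2 fold change of 1.30 (1671 genes), against 3.15 for those on the opposite strand (2104 genes; permutation p = 2.0e-05, the smallest that the resamples can give). This difference is opposite to the one that would rule out DNA, and reads of the PCG in CTRL could hide a rise on its own strand, so genomic DNA cannot be told apart from antisense transcription. Genes on the opposite strand whose nearest upstream PCG on their own strand was upregulated had a mean of 3.36, against 3.12 for the rest (difference 0.24; permutation p = 0.0206). Readthrough from such PCGs remains a candidate explanation for part of the rise, but with the unequal factors neither comparison of means measures how far these genes rose.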

How the results depend on the processing

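Every alternative below was set before the data were examined, except centring on the median PCG, which was chosen after seeing the data; the cause of a change was not tested where none is given. Not run, because the table has no values of single libraries, were size factors of another tool, fits without each replicate in turn, a replicate block and a pseudocount of 0.1. For the same reason other splits of the 6 libraries could not be compared. No paired analysis was possible because the libraries share replicate numbers 1, 2 and 3 in their labels but the table gives no values per library.

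Across the 8 counts of calls and 9 alternatives, 36 of 72 counts stayed within 1.5 times the reported count. With a baseMean minimum of 10, the upregulated counts rose to 1742 PCGs, 15 lincRNAs, 186 unclassified ncRNAs and 147 pseudogenes, and the downregulated counts to 3 unclassified ncRNAs and 41 pseudogenes. With no minimum, 1861 PCGs, 18 lincRNAs, 313 unclassified ncRNAs and 212 pseudogenes were upregulated, and 3 unclassified ncRNAs and 41 pseudogenes were downregulated. An adjusted p under 0.05 gave 3 downregulated unclassified ncRNAs.

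In the test against a 2-fold change, 447 PCGs and 36 pseudogenes were upregulated and 125 PCGs, 5 pseudogenes, 0 lincRNAs and 0 unclassified ncRNAs were downregulated, with 0 falling lincRNAs and 0 falling unclassified ncRNAs at an unadjusted p under 0.05. At 4-fold or more, 578 PCGs and 43 pseudogenes rose and 204 PCGs, 5 pseudogenes, 0 lincRNAs and 0 unclassified ncRNAs fell, again with 0 lincRNAs and 0 unclassified ncRNAs at an unadjusted p under 0.05. The downregulated lincRNA was lost (0 calls) with adjustment within the class, with adjustment over every gene with a p-value and with centring, each with 2 lincRNAs falling at an unadjusted p under 0.05.

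With a t distribution with 4 degrees of freedom for the Wald score, 0 PCGs, 0 lincRNAs, 0 unclassified ncRNAs and 8 pseudogenes were upregulated and 0 genes of any of the 4 classes downregulated. At an unadjusted p under 0.05 from that distribution, 1227 PCGs, 9 lincRNAs and 72 unclassified ncRNAs rose and 862 PCGs, 1 lincRNA, 2 unclassified ncRNAs and 19 pseudogenes fell. Even hsp-70 and hsp-16.2 failed in this setting, and only pseudogenes had the looser adjusted p threshold of 0.05. It therefore cannot rank the calls or the classes by strength.

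Centring moved every log2 fold change up by the median PCG's distance from 0 (median -0.08), and the share of increases among PCG calls went from 58.5% to 65.9%. Under it, linc-29 no longer passed (log2 fold change -1.39) and tba-2 changed sign to 0.013. Of the 37 genes named by the rule, the other 35 kept their direction and their side of the threshold; genes chosen after their values were seen were not centred.

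With PCGs down to a baseMean of 10, the excess of upregulated histone genes no longer passed (Fisher's exact p = 0.0685), and the other family results kept direction and side. For the direction of change, looser calls gave a difference between lincRNAs and PCGs that passed (Fisher's exact p = 2.67e-05, against 0.0536), and the other 13 results stayed on their side. The excess of upregulated neighbours (odds ratio 3.00 within 2 genes) and the larger rise of PCGs with HSEs (difference 0.67 without hsp- genes) also held.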

Differences from the paper's values

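In this part, only the order of PCGs without repeat overlap was chosen after the result was seen. The paper gives the share of annotated unclassified ncRNAs that changed as 0.1%, and the share counted here was 0.916%. None of the alternatives set before the data were examined closed the gap: the share was 2.40% with a baseMean minimum of 10, 4.02% with no minimum, 1.00% with an adjusted p under 0.05, 0.699% with the test against a 2-fold change, 0.763% at 4-fold or more, 0.916% under both other adjustments and 0% with the t distribution with 4 degrees of freedom, where 72 rising and 2 falling genes had an unadjusted p under 0.05. The counts behind the share, 71 increases and 1 decrease, are the same in the paper, and set against the number of annotated unclassified ncRNAs in its text they do not give its share.

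The paper lists nhr-5 among the downregulated PCGs. Its recomputed adjusted p was 0.0100 (log2 fold change -1.15 in the authors' deposited table), so it was not called here. Of the settings run, the adjusted p threshold of 0.05 calls it. Adjusted p-values in the paper's supplementary lists differ slightly from the deposited ones, and the cause of this was not examined.

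The paper places srt-42 directly behind the top upregulated gene. It took rank 3 here, behind str-118 and F33H12.6, and the latter is listed in Supplementary Table S1 among the PCGs removed for overlap with a repeat. With the 4 PCGs so listed left out, srt-42 took rank 2. The rises of str-118 and F33H12.6 leave hardly any reads to CTRL, so the order of these genes is poorly determined.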

Other observations

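Of the tests in this part, those on small RNA genes upstream of longer ncRNAs and on clusters of genes were chosen only after the result was seen. Each explanation offered is a hypothesis tested on the data in which the pattern was found.

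The excess of upregulated neighbours beside upregulated ncRNAs and pseudogenes may in part be built in, since members of the set could count each other or share reads. It could also come from readthrough. Readthrough from an induced upstream gene was tested on the 165 upregulated unclassified ncRNAs and pseudogenes with a neighbour on each side on the same strand. The nearest gene upstream was upregulated for 35 of them (21.2%) and the nearest gene downstream for 48 (29.1%). Where the 2 neighbours differed, the upstream one was upregulated in 21 cases and the downstream one in 34 (exact sign test, p = 0.105), so an excess upstream was not seen. Reads shared with an overlapping PCG were an explanation for few of them, since 6.67% (11 of 165) overlapped an upregulated PCG on the same strand. Short length was weighed for the 131 expressed unclassified ncRNAs, whose median exon length is 149 bp. Their median log2 fold change lay at percentile 100 of PCG lists matched on exon length (middle 95%, -0.36 to -0.00), so length alone is unlikely to explain the rise. GC content and the ends of transcripts were not tested.

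Extended transcripts of short RNA genes are another possible explanation. Of 174 upregulated longer ncRNAs, 9 (5.17%) overlapped a tRNA, snoRNA or miRNA gene on the same strand or lay within 1000 bp downstream of it, against 6 of 231 others (2.60%; 2-sided Fisher's exact test, p = 0.193), so no excess was detected. Counting only short RNA genes that were themselves upregulated, the numbers were 6 of 174 (3.45%) and 1 of 231 (0.433%; Fisher's exact p = 0.0456, adjusted over both tests 0.0913), an excess that did not pass after adjustment. The largest rise among the 9 was that of linc-44, 98 bp downstream of the tRNA gene WBGene00022983. The authors' deposited table lists a log2 fold change of 6.97 for this tRNA gene, close to the 7.29 it lists for linc-44. An extended tRNA transcript may therefore underlie the counts of linc-44. Transcripts extended from annotated short RNA genes could account for few of the 174. Upregulated pseudogenes that are themselves very short, such as ZC123.t1 (73 bp), were not weighed as a source of extended transcripts.

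Collagen genes with an adjusted p-value changed in both directions, with 47 up and 13 down, whereas hsp- genes were called only as increases (15 up; 0 down, and none of the hsp- genes fell past the threshold). A shift in the molting cycle between HS and CTRL animals is a candidate explanation. In the nas-, mlt-, ptr-, grl- and wrt- families, 34 of 54 genes with an adjusted p-value (63.0%) were called, 31 up and 3 down, against 18.9% of other PCGs. The number of calls stood at percentile 100 of 10000 PCG lists matched on mean expression, none of which held more than 22. Heat shock acting on these genes directly would give the same counts, so the data cannot separate it from a shift in the cycle.

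Genes that rose at least 100-fold tended to lie together. Of 138 such genes of any class with a baseMean of at least 50, 42 (30.4%) lay within 10000 bp of another, in 15 clusters. In 1000 random draws of as many expressed genes of each class, the median was 14 genes and the highest 28. The biggest cluster, of 6 genes on chromosome V, holds T06E8.3, F57A8.9 and str-118, and another holds hsp-16.2, hsp-16.41, srt-41 and srt-42. Readthrough from one member into the next could place such genes together. Of 27 adjacent members, 19 lay on the same strand (exact binomial p = 0.0522), which does not pass the threshold. Tandem copies of induced genes were not tested.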
